A study of Homo sapiens with 2 samples. Its data were reported in "AATF supports proliferation of glioblastoma cells by sustaining mitochondrial respiration through an NRF-1-dependent mechanism" (2026).

How the data were processed

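NRF-1 occupancy was profiled by chromatin immunoprecipitation in U251 cells, an established human glioblastoma line, transfected with a control siRNA (siControl) or with an siRNA against AATF (siAATF). The design text of the series names another line, U138, whereas the label of each sample names U251, and the sample labels were followed here. Libraries were prepared by ChIPmentation, in which Tn5 transposase inserts the sequencing adapters into the immunoprecipitated chromatin, and were sequenced in paired-end mode. Per the study's methods, Bowtie2 was used for alignment to hg19, and MACS2 called the peaks inside a Nextflow pipeline made for ATAC-seq and run with its defaults. No input or IgG library was named for the peak calling. The experiment was described as done in duplicate, while each sample label carries replicate number 1, and whether reads were pooled before calling was not stated. 1 peak list per condition was analysed here, so there were no replicates, no test between conditions over replicates was made and no spread between replicates was computed. Comparisons between the lists were made over peaks or genes only.

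Both lists were in the MACS2 broadPeak form. Positions were deposited by the authors as start and end in bp on hg19. The fold enrichment of each peak over the local background, a ratio, is the value deposited by the authors and was used only to describe, rank or filter peaks within its own list. The −log10 p and −log10 q of each peak were likewise deposited by the authors as MACS2 wrote them. The display score deposited by the authors was the −log10 q multiplied and truncated, and was not used further. The lowest −log10 q was 1.03 in the siControl list and 1.02 in the siAATF list, just above 1, so weak peaks were kept in both lists. The number of reads per library was not part of the lists, so the depth was unknown, and a difference in depth between the libraries would move the number of peaks past the threshold. An ATAC-seq pipeline may shift or extend reads from the transposase cut site, which would move peak edges slightly in both lists alike.

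Peaks were analysed with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. A peak was shared if it overlapped a peak of the other list by at least 1 base, the rule that the study's methods imply, and was otherwise named siControl-only or siAATF-only. Each peak was given a percentile rank by fold enrichment in its own list, from 0 for the weakest to 100 for the strongest. Ranks were compared across pairs of peaks that overlapped exactly 1 peak of the other list, by Spearman's rho. Exact Clopper-Pearson 95% intervals were computed for shares, and bootstrap intervals over 1000 resamples of peaks for medians. For rho, 200 resamples were drawn. These intervals cover counting error only, since peaks and genes are not independent replicates of a condition. Chance overlap was measured by shifting the siAATF list along each chromosome 100 times.

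Sequence and annotation came from the GRCh37 primary assembly and GENCODE release 44 lifted to GRCh37. Every peak on chromosomes 1 to 22, X and Y ended within the chromosome of that assembly. Peaks on the mitochondrial chromosome and on other contigs, 132 in the siControl list and 122 in the siAATF list, were kept for overlap and left out of sequence work. A promoter was 1 kb on either side of the start of any protein-coding transcript, over 19794 genes. The NRF-1 core was the palindrome GCGCATGCGC, searched as an exact match in the genome sequence of each peak, beside windows of equal width 5 kb away and a control palindrome, GCGCTAGCGC, with the same bases and the same 2 CpG steps. Lists of 78 genes for subunits of the oxidative phosphorylation (OXPHOS) complexes and of 17 glycolysis genes were fixed before the data were examined, as were the main settings and 11 alternatives. Each list was set beside 10000 random lists of coding genes of the same size, drawn freely and matched on promoter GC content. Coordinates are 1-based on hg19.

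The genes and peaks named in the text were chosen by a rule fixed beforehand. They were the 5 genes whose loci the study displayed (SDHA, UQCRC1, ATP5F1A, NDUFA8 and COX15), then TFAM, AATF and NRF1, the 3 peaks with the highest fold enrichment in each list and the 3 strongest condition-specific peaks in each list. OXPHOS genes with a promoter peak in only 1 list were also to be named, and there were 0. The alternatives were a stricter −log10 q of at least 5 in both lists or in the query list alone, reciprocal overlap of at least 50%, a gap of up to 500 bp counted as shared, chromosomes 1 to 22 and X alone, the 10000 strongest peaks of each list, ranking by −log10 q, promoter windows of 500 bp and 2 kb, 1 mismatch in the core, and a core within 100 bp of the peak midpoint. An alternative with 3 related words for the core, and the ranking by −log10 q for the change in rank of OXPHOS promoter peaks, were added after the data had been seen. The overlap, rank and motif steps were tested on 18000 simulated peaks for the siControl and siAATF comparison. They recovered 100% of the shared peaks made by the simulation, with 0 false ones, and 100% of the planted motifs, with 3 peaks that held a motif that was not planted. The rank step gave a rho of 0.892 for ranks simulated with a Pearson correlation of 0.9. Simulated partners lay so close together, and so far from other peaks, that the overlap step could not have failed. The ranks were simulated apart from the overlap, and the search with 1 mismatch was not tested. These checks therefore show only that the steps ran as written.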

Results

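NRF-1 is a transcription factor that binds promoters of nuclear genes for mitochondrial proteins, and AATF is a transcriptional cofactor studied here as its partner. NRF-1 peaks were called in U251 glioblastoma cells treated with siControl or siAATF, with 1 list per condition and no replicates. The siControl list held 18014 peaks and the siAATF list 18454 peaks. The median peak width was 700 bp in siControl and 697 bp in siAATF, and the mean width was 716 bp and 718 bp. The peaks covered 12.9 Mb and 13.2 Mb, respectively. Fold enrichment within the siControl list had a median of 5.82 and ran from 1.45 to 14.9, and within the siAATF list it had a median of 5.59 and ran from 1.43 to 13.8. These values are relative to each library's own background and were not compared between lists. A −log10 q of at least 5 was reached by 12224 siControl peaks (67.9%) and 12331 siAATF peaks (66.8%). The stricter threshold moved the covered length to 10.4 Mb and 10.6 Mb and the median width to 829 bp and 837 bp.

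The first comparison asked whether NRF-1 peaks were retained after AATF depletion. Of the siControl peaks, 15966 overlapped a siAATF peak, a share of 88.6% (95% CI 88.2 to 89.1). Of the siAATF peaks, 15974 overlapped a siControl peak, a share of 86.6% (86.1 to 87.1). The share for a siAATF list shifted along the chromosomes was 1.07% in the median and at most 1.28% over 100 shifts. There were 2048 siControl-only and 2480 siAATF-only peaks. The alternative that moved these shares most was the stricter threshold in the query list alone, under which 99.5% of siControl and 99.2% of siAATF peaks were shared. The Jaccard index over base pairs was 0.751 (0.748 to 0.755). Shared peaks largely coincided in position, with the overlap spanning a median of 96.6% of the siControl peak and 94.1% of the siAATF peak.

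Recovery depended on the rank of the peak. All 1000 strongest siControl peaks were found in the siAATF list, as were 4999 of the top 5000 and 9957 of the top 10000. In the other direction, all 1000 strongest siAATF peaks, 4996 of the top 5000 and 9929 of the top 10000 were found in the siControl list. In the weakest decile of each list, 56.9% (54.6 to 59.2) of siControl peaks and 54.5% (52.2 to 56.8) of siAATF peaks were shared.

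**Figure D1:**
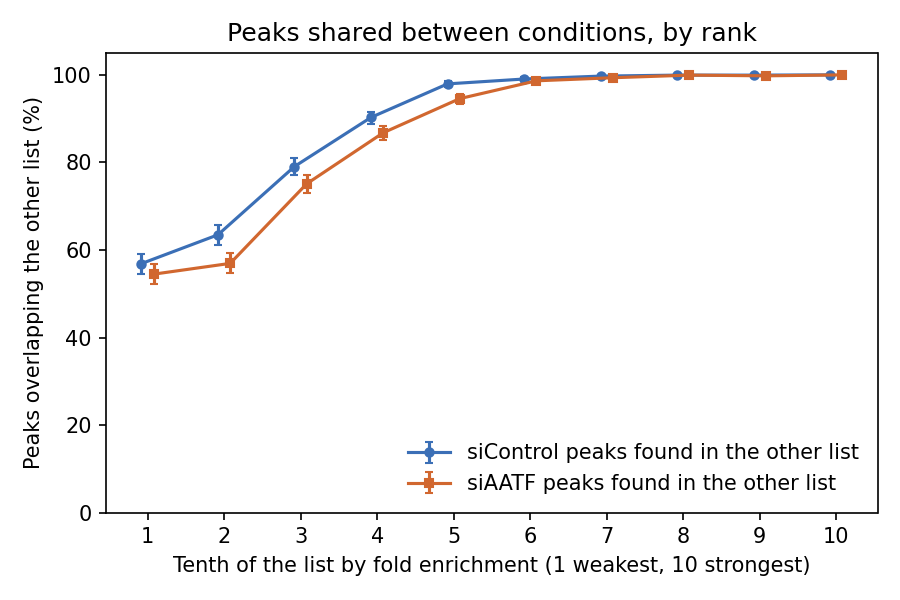
Share of peaks overlapping the other list (%), by decile of the list in order of fold enrichment, for siControl (circles) and siAATF (squares) peaks. Bars are exact 95% intervals for counting error; the share rises from 56.9% and 54.5% in the weakest decile to 100% in the strongest.

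The order of shared peaks was also compared. Over 15770 pairs that overlapped 1 to 1, Spearman's rho of fold enrichment was 0.911 (0.908 to 0.914), a value across peaks, which are not independent replicates. With −log10 q as the ranking, rho was 0.957. The median absolute difference in percentile rank was 6.03 points, and 1520 pairs (9.64%) differed by more than 20 points.

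Condition-specific peaks were weak in their own lists. The median percentile rank was 13.3 (12.6 to 14.04) for siControl-only peaks and 14.5 (13.9 to 15.0) for siAATF-only peaks. Only 24 siControl-only peaks (1.17%) and 42 siAATF-only peaks (1.69%) had a percentile rank above 50. Their median widths were 277 bp and 286 bp. The strongest siControl-only peak lay on chromosome 7 at 65112374 to 65112724, within 1 kb of a coding start of AC104057.1, with a fold enrichment of 8.33 and a percentile rank of 84.4. It was followed by a peak in the gene body of DYNC1I1 (chromosome 7, 95538602 to 95539051, fold enrichment 7.28) and one in the gene body of GAP43 (chromosome 3, 115401916 to 115402119, fold enrichment 6.95). The strongest siAATF-only peak lay in the gene body of PCED1B on chromosome 12 at 47606208 to 47606543, with a fold enrichment of 8.20 and a percentile rank of 88.3. The next 2 were on chromosome 9 at 67320664 to 67321019, with a fold enrichment of 7.95, and on the unplaced contig Un_gl000212 at 40632 to 41020, with 7.68.

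The highest fold enrichments of each list were not at coding promoters with an exact NRF-1 core, where this could be assessed. In siControl they were on chromosome 22 at 40271209 to 40271588, in the gene body of ENTHD1 (14.9), on the alternative haplotype 6_qbl_hap6 at 3163275 to 3163784 (14.1), and on chromosome 1 at 147624286 to 147624813, in NBPF24 (13.9). In siAATF they were on 6_qbl_hap6 at 3163287 to 3163809 (13.8), on chromosome 8 at 145447608 to 145448190, 9.03 kb from the nearest coding start, that of FAM203B (13.5), and on chromosome 2 at 33141219 to 33141779, in LINC00486 (13.4). None of the 4 among them on annotated chromosomes held the exact core, though the chromosome 8 peak held it with up to 1 mismatch. The exact core was rare even in the strongest decile by fold enrichment, at 4.91% of siControl and 4.63% of siAATF peaks. Its absence from these few peaks is therefore weak evidence. The peaks on 6_qbl_hap6 were not assessed for promoters or the core.

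The location and sequence of the peaks were compared by class. Shared peaks lay at a promoter in 70.4% of cases (69.7 to 71.1), siControl-only peaks in 22.02% (20.2 to 23.9) and siAATF-only peaks in 16.3% (14.8 to 17.8). Under the stricter threshold in both lists these shares were 79.4%, 50.9% and 44.8%. The exact core GCGCATGCGC was present in 503 of 15863 shared peaks with sequence (3.17%, 2.90 to 3.46), in 5 of 2019 siControl-only peaks (0.248%, 0.0805 to 0.577) and in 3 of 2460 siAATF-only peaks (0.122%, 0.0252 to 0.356). With so few exact cores, the intervals of the condition-specific classes overlapped. Of the siControl-only peaks with the core, looked up after the values had been seen, 1 lay at the promoter of SLC7A10 on chromosome 19 (33716241 to 33716988). The others were in COL20A1 on chromosome 20 (61953546 to 61953991), in SNHG27 on chromosome 4 (132658548 to 132658878), and outside annotated genes on chromosome 15 (24105467 to 24105973) and chromosome 19 (3986784 to 3986983). Those specific to siAATF, looked up in the same way, were in DLGAP4 on chromosome 20 (35064509 to 35064895) and outside annotated genes on chromosome 12 (34499625 to 34500008) and chromosome 7 (57706594 to 57706835). In windows of equal width 5 kb away from shared peaks, 3 of 15526 held the core (0.0193%). With up to 1 mismatch the core was present in 19.2% (18.6 to 19.8) of shared, 2.53% (1.89 to 3.31) of siControl-only and 0.894% (0.561 to 1.35) of siAATF-only peaks, and these intervals did not overlap. The control palindrome with up to 1 mismatch was in 6.73%, 1.09% and 0.528% of them, respectively. Shared peaks were also wider, with a median of 753 bp against 277 bp and 286 bp, and these shares were not adjusted for width.

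**Figure D2:**
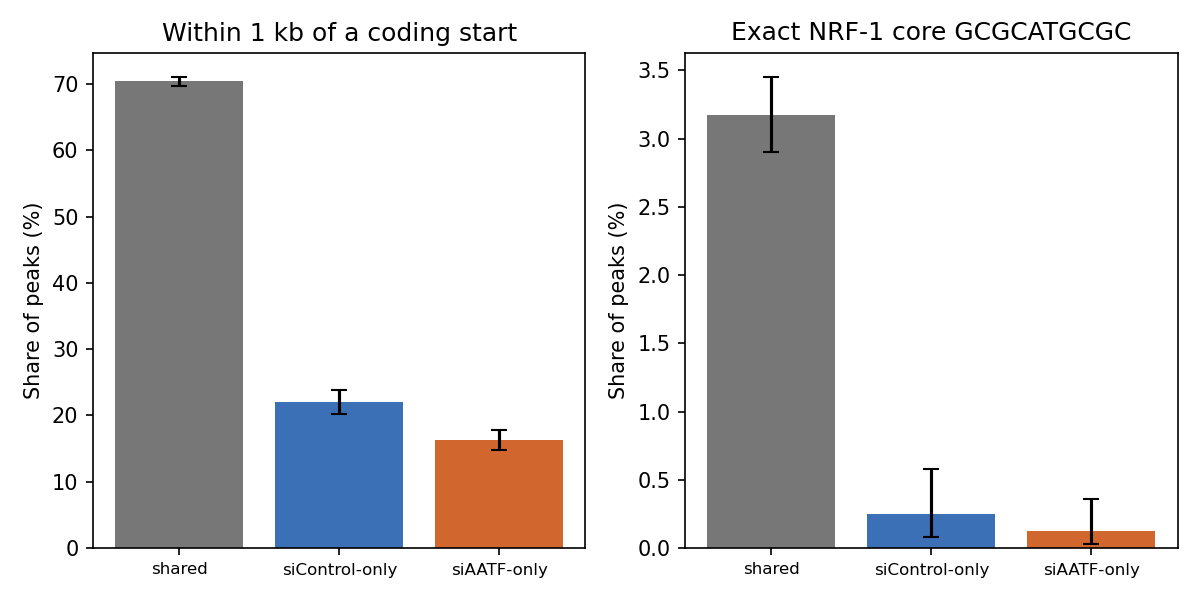
Share of peaks (%) within 1 kb of a coding transcription start (left) and with the exact core GCGCATGCGC (right), for shared, siControl-only and siAATF-only peaks. Error bars are exact 95% intervals for counting error; the promoter share is 70.4% for shared peaks against 22.02% and 16.3% for condition-specific ones.

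The study asked whether AATF affects NRF-1 at OXPHOS genes. A promoter peak was found for 74 of 78 OXPHOS genes (94.9%, 87.4 to 98.6) in each list, and these were the same 74 genes. By complex, the counts were 34 of 37 genes for complex I, 4 of 4 for complex II, 9 of 9 for complex III, 10 of 11 for complex IV and 17 of 17 for complex V. The genes without a peak, NDUFB3, NDUFB5, NDUFS4 and COX7B, were identified after the values had been seen. Of all coding genes, 61.1% had a promoter peak in siControl and 60.7% in siAATF. Random lists of 78 genes had a central 95% range of 50% to 71.8% in both lists. Under the stricter threshold the OXPHOS share was 76.9% in siControl and 80.8% in siAATF, against 51.5% of all coding genes in each list. For glycolysis genes, 16 of 17 (94.1%, 71.3 to 99.9) had a promoter peak in each list, with ALDOC, looked up afterwards, as the exception. The glycolysis share lay at percentile 96.9 in siControl and 97.2 in siAATF of random lists matched on promoter GC content.

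The rank of OXPHOS promoter peaks was compared between lists. For the 74 genes, the median change in percentile rank from siControl to siAATF was −0.436 points, with 40 genes lower, and single genes ranged from −28.6 to 27.9. Random lists of shared promoter peaks matched on rank had medians with a central 95% range of −1.62 to 1.91, and the OXPHOS median lay at percentile 25.2 of them. Ranked by −log10 q, the median change was 0.582 points, in the other direction, at percentile 72.6. The bootstrap interval of the −0.436 points ran from −2.84 to 0.558 and included 0, so its direction was not settled. A change of more than 20 points was seen for 7 genes (9.46%, 3.89 to 18.5), beside 9.64% of all pairs.

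**Figure D3:**
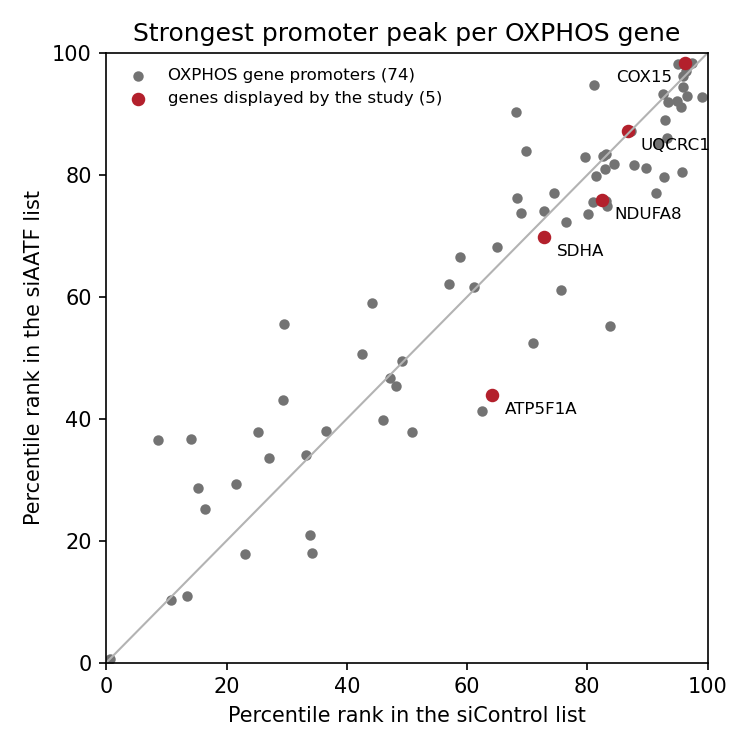
Percentile rank (0 weakest, 100 strongest) of the strongest promoter peak of each OXPHOS gene in the siControl list (x axis) and the siAATF list (y axis), for 74 genes in grey and the 5 genes displayed by the study in red (COX15 is outside the list of 78). The line marks equal ranks; the median change is −0.436 points, and ATP5F1A lies lowest of the genes in red.

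The 5 genes displayed by the study each had a promoter peak in both lists that spanned the canonical transcription start and the whole of exon 1 and reached past it. The SDHA peak was at 217870 to 219040 on chromosome 5 in siControl (percentile rank 72.8, −log10 q 103) and at 217843 to 219080 in siAATF (rank 69.7, −log10 q 88.8). For UQCRC1 on chromosome 3, the peak at 48646582 to 48647527 ranked 86.9 in siControl, and the peak at 48646592 to 48647539 ranked 87.2 in siAATF. For NDUFA8 on chromosome 9, the peak at 124921480 to 124922534 ranked 82.5 and held the exact core, and its counterpart at 124921459 to 124922565 ranked 75.8. The COX15 peak on chromosome 10 was at 101491566 to 101492425 in siControl (rank 96.2) and at 101491555 to 101492372 in siAATF (rank 98.4). The ATP5F1A peak on chromosome 18 changed most, from rank 64.2 at 43677813 to 43678346 to rank 43.8 at 43677832 to 43678356, a change of −20.4 points. Its −log10 q was 8.74 in siControl and 4.62 in siAATF, so it fell under the stricter threshold of 5 in siAATF alone. Neither ATP5F1A peak held the core with up to 1 mismatch, but neither did the COX15 peaks, whose rank rose. A second, weak siControl peak lay at another coding start of ATP5F1A (43684168 to 43684669, rank 12.6, −log10 q 1.997) and had no counterpart in siAATF. No replicate was there to give the spread of such a change.

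**Figure D4:**
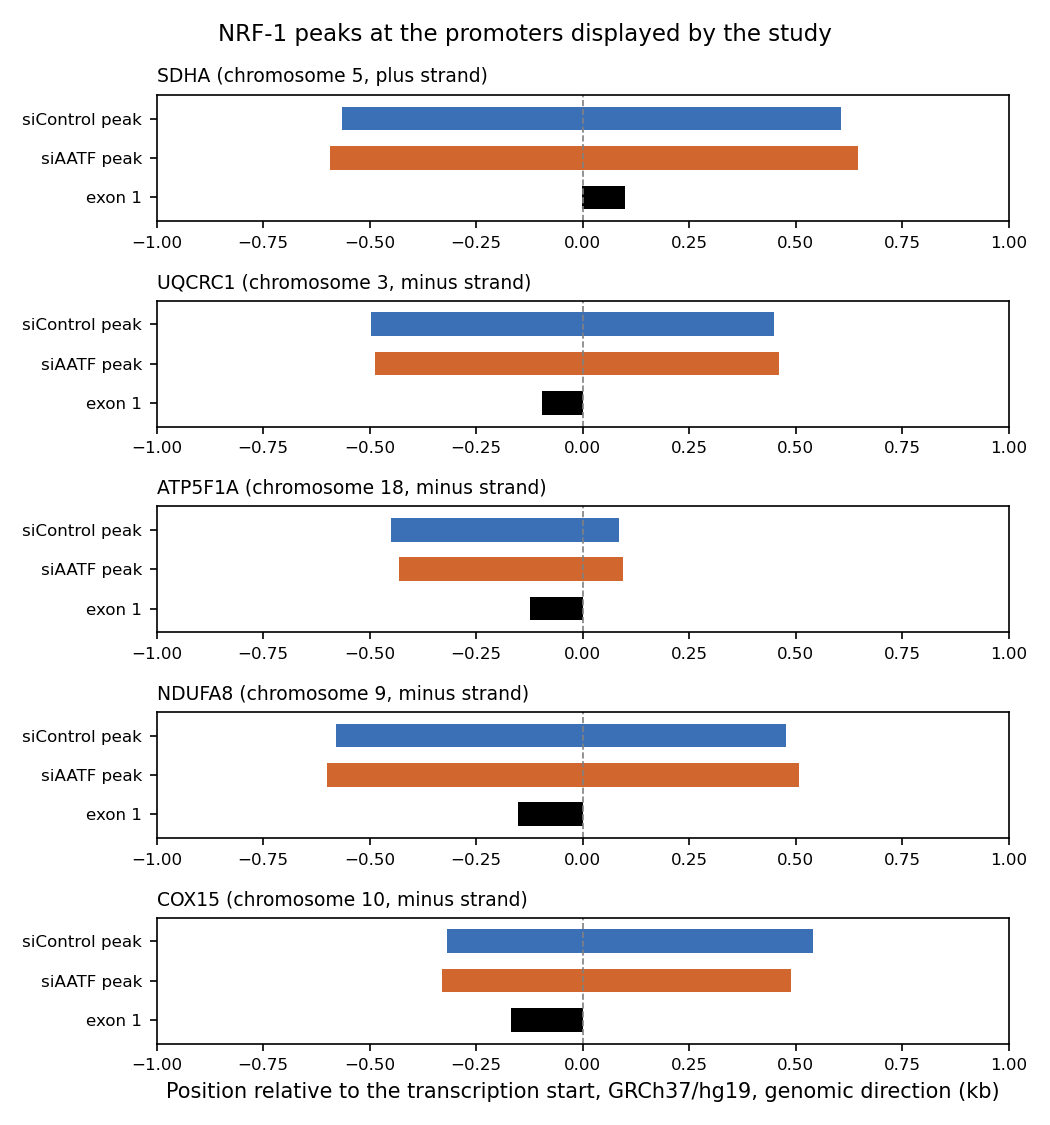
Strongest promoter peaks of siControl (blue) and siAATF (orange) with exon 1 (black) at 5 loci, in kb from the canonical transcription start (dashed line), drawn to scale in the genomic direction. Both peaks span the start at each locus, from SDHA with 1171 bp and 1238 bp to ATP5F1A with 534 bp and 525 bp.

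The promoters of 3 regulators were occupied in both lists. For TFAM on chromosome 10 the peak at 60144674 to 60145586 ranked 93.9 in siControl, and its counterpart ranked 92.2 in siAATF. For NRF1 on chromosome 7 the peak at 129251157 to 129252220 ranked 83.3, against 86.4 in siAATF. For AATF itself on chromosome 17 the peak at 35305667 to 35306826 ranked 72.6, against 72.4 in siAATF. The level of AATF after depletion was not analysed here, since peak lists do not measure it.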

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

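The alternative with 3 related core words, and the ranking by −log10 q for the rank change of OXPHOS promoter peaks, were chosen after the result was seen, and the others were fixed in advance. No paired analysis was possible because there was 1 list per condition. Of 88 values over 24 results, 39 stayed within their counting interval or within 1.5 times for numbers of peaks, and 49 moved. The cause was not tested unless the setting itself gives it. Numbers of peaks, 12224 and 12331, stayed within 1.5 times under the stricter threshold.

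With −log10 q of at least 5 in both lists, which removes weak and narrow peaks, the median width was 829 bp in siControl and 837 bp in siAATF, covering 10.4 Mb and 10.6 Mb. The shared share rose to 92.9% of siControl and 92.1% of siAATF peaks and the Jaccard index to 0.803, while rho was 0.893. The median rank was 19.7 for siControl-only and 18.9 for siAATF-only peaks. Promoter shares were 79.4% for shared, 50.9% for siControl-only and 44.8% for siAATF-only peaks, and the core was in 4.33% of shared and 0.699% of siControl-only peaks. OXPHOS promoters had a peak in 76.9% (siControl) and 80.8% (siAATF). With that threshold in the query list alone, 99.5% of siControl and 99.2% of siAATF peaks were shared, with median ranks of 21.9 and 22.7 for the remainder. Many peaks specific under the threshold in both lists thus had a weaker counterpart in the other list.

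With reciprocal overlap of at least 50%, 83.4% of siControl and 81.4% of siAATF peaks were shared, condition-specific ranks were 14.7 and 15.7, and promoter shares were 71.9%, 29.99% and 24.8% for shared, siControl-only and siAATF-only peaks. Among the 10000 strongest peaks of each list, 90.1% were shared in each direction, the Jaccard index was 0.771, and OXPHOS promoters had a peak in 70.5% (siControl) and 67.9% (siAATF). Ranked by −log10 q, rho was 0.957 and condition-specific ranks were 9.95 and 11.1, and the median rank change of OXPHOS promoter peaks turned from −0.436 to 0.582 points. With 500 bp promoters the shares were 68.9%, 18.6% and 13.8%, and with 2 kb they were 72.2%, 25.3% and 19.6%. With 1 mismatch the core shares were 19.2%, 2.53% and 0.894%. Within 100 bp of the midpoint the core was in 2.21% of shared peaks. With the 3 related words it was in 9.998% of shared and 0.594% of siControl-only peaks.

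Shared peaks had the highest promoter share and the highest core share under each setting in which that share was recomputed by class. Promoter and core shares by class were not recomputed for the 10000 strongest peaks, the threshold in the query list alone, the gap of up to 500 bp or the ranking by −log10 q. Counting a gap of up to 500 bp as shared, or using chromosomes 1 to 22 and X alone, moved none of the results recomputed under them beyond counting error. The depth of the libraries was unknown and limits what a difference in the number of peaks can show.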

Other observations

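The tests chosen after the result was seen were the matchings of siControl-only and siAATF-only peaks on −log10 q and on −log10 q with width, the GC trend among weak shared peaks, the comparison of the condition-specific classes for the AP-1 word, the frequency of the NRF-1 core in siAATF-only peaks, the reading of the ribosomal protein promoters by overlap of intervals, the matching on width for the AP-1 word, and the rank change of OXPHOS promoter peaks with the core. The AP-1 word itself and the deciles by −log10 q were chosen after the lists had been examined. With 1 list per condition, each difference is between libraries, and AATF depletion cannot be separated from any other difference between them.

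Most peaks of both lists lacked a recognisable NRF-1 core. In the strongest decile by −log10 q, the core with up to 1 mismatch was present in 84.5% (82.8 to 86.2) of siControl peaks and 83.9% (82.1 to 85.5) of siAATF peaks, while the control palindrome with up to 1 mismatch was in 13.1% and 13.2%. In decile 8 the core was in 16.3% and 14.8%, against 8.22% and 8.07% for the control palindrome. In decile 5 the core was in 3.41% (2.62 to 4.36) and 2.89%, below 5.09% and 4.58% for the control palindrome, while 66.7% and 65.6% of these peaks lay at promoters. Fold enrichment separated the motif less well, with the core in 39.1% of siControl and 35.5% of siAATF peaks in its strongest decile. A base composition rich in CpG did not account for the exact core in shared peaks, since the control palindrome with the same bases was present in 0.164% of them against 3.17% for the core. What gave rise to promoter peaks without a core was not tested, as no control library was analysed here. Transposase insertion into open chromatin and indirect recruitment of NRF-1 both remain untested.

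Peaks with the core were retained almost completely. Of siControl peaks with the core at up to 1 mismatch, 3050 of 3101 were shared (98.4%, 97.8 to 98.8), and of such siAATF peaks 3048 of 3070 (99.3%, 98.9 to 99.6). Their median rank change was −0.494 points (−0.719 to −0.283), against 0.638 (0.461 to 0.845) for shared peaks without such a core. Rank changes above 20 points were seen for 67 of 3041 such pairs (2.20%) and for 1442 of 12628 others (11.4%). Peaks with the core were also the stronger ones, and strong peaks of any kind were mostly shared.

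Condition-specific peaks may be weak peaks that passed the calling threshold in 1 list only. The larger share of them with a percentile rank above 50 in their own list was 1.69%, under a limit of 25% set in advance, but this value restates that these peaks were weak and decides nothing. Passing the threshold by chance and a difference in depth, enrichment or occupancy cannot be told apart with 1 list per condition. Low rank was also weighed as the reason for the rare NRF-1 core in these peaks. Shared peaks weighted to the fold ranks of siControl-only peaks held the exact core in 0.611%, just above the interval around 0.248% (0.0805 to 0.577), which went against low rank alone. With up to 1 mismatch they held it in 3.76%, also above the interval in siControl-only peaks (1.89 to 3.31). With ranks by −log10 q, however, the weighted share was 0.155%, and with up to 1 mismatch it was 1.76%, below the 2.53% (1.89 to 3.31) in siControl-only peaks. With ranks by −log10 q and width, the weighted shares were 0.211%, within the interval of the exact core, and 1.45%, below the interval with up to 1 mismatch. For siControl-only peaks low rank and another reason therefore cannot be told apart, as the matching by fold gave one answer and both matchings by −log10 q another. With up to 1 mismatch, the control palindrome, looked up afterwards, was in 1.09% (0.684 to 1.65) of siControl-only peaks, below the interval of the core. Off promoters the core was in 2.36% (1.67 to 3.24) of siControl-only peaks and the control palindrome in 0.574% (0.263 to 1.09). For siAATF-only peaks the core with up to 1 mismatch was present in 0.894% (0.561 to 1.35), below the 4.48% of shared peaks matched by fold, the 2.45% matched by −log10 q and the 2.71% matched by −log10 q and width. Low rank alone did not account for this, but GC content and location were not matched. Shared peaks matched by −log10 q and width had a mean GC content of 61.1%, against 55.0% in siAATF-only peaks. They lay at promoters in 36.3%, against 16.4% of siAATF-only peaks. With the exact core, the share of 0.122% (0.0252 to 0.356) was below the 0.743% of peaks matched by fold and not below the 0.303% or 0.217% of the other matchings. With up to 1 mismatch, the control palindrome was in 0.528% (0.282 to 0.902) of the same peaks. Off promoters, with up to 1 mismatch each, the core was in 0.972% (0.595 to 1.498) and the control palindrome in 0.34% (0.137 to 0.70). The intervals overlapped both times, but both words were counted in the same peaks, so the overlap is not a test of their difference. Off promoters, 20 siAATF-only peaks held the core and 7 the control palindrome. Since 99.1% of siAATF-only peaks held no core with up to 1 mismatch, such cores were not the source of signal for this set as a whole, and more distant forms of the motif were not tested.

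siAATF-only peaks were lower in GC and richer in the AP-1 word TGASTCA, where S is C or G. Their median GC content was 54.7%, against 60.6% in siControl-only peaks, a difference of 5.93 points (5.09 to 6.64). This difference met the criterion first set for a GC shift between the libraries, but it only restates the pattern. Such a shift should also order shared peaks, and the rank change showed no trend with GC across all shared pairs (rho 0.00215, −0.0143 to 0.0195) or across pairs with a mean percentile rank under 30 (rho −0.0118, −0.0412 to 0.0198). The trend at promoters ran the other way and was small (rho 0.0321, 0.0156 to 0.053).

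The AP-1 word was present in 668 of 2460 siAATF-only peaks (27.2%, 25.4 to 29.0), against 11.8% (10.5 to 13.3) of siControl-only peaks and 10.99% of shared peaks. Off promoters, where the word was more frequent, it was in 30.8% (28.8 to 32.8) of siAATF-only, 14.03% (12.3 to 15.8) of siControl-only and 22.2% (21.04 to 23.5) of shared peaks by their siControl intervals, while shared peaks were wider, with a median of 505 bp against 266 bp for siControl-only and 284 bp for siAATF-only peaks. Width did not account for this order, since shared peaks off promoters weighted to the same widths held the word in 20.8% for the siAATF-only and 23.04% for the siControl-only comparison. Since both condition-specific classes were weak, passing the threshold in 1 list only did not account for the difference. Chance did not either, as 5 rearranged words had a median share of 1.79% and at most 8.09% in siAATF-only peaks. Lower GC accounted for only part, since siControl-only peaks weighted to the same GC and promoter classes reached 15.1%, against 27.1% (25.3 to 28.9). The words were not spread evenly along the peak, with 40.05% (36.6 to 43.5) of them in its central section, which takes up 33.3% of the width. Among shared peaks off promoters, the word was in 26.9% (24.4 to 29.6) of those that rose by over 10 points in siAATF and in 18.5% (15.99 to 21.3) of those that fell, in line with a gain of signal at AP-1 sites in the siAATF library. A candidate explanation is a change of open or AP-1-bound chromatin after AATF depletion, as a hypothesis found and tested on the same pair of lists. Depth, enrichment and cell state could not be separated from it without replicates or a control library.

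The high share of OXPHOS promoters with a peak was not a matter of GC content, since it lay at percentile 100 of random lists matched on promoter GC in both lists. Promoters of broadly expressed genes in general may share it. Ribosomal protein promoters, a list chosen for this purpose, had a peak in 86.4% (77.0 to 93.0) of 81 genes in both lists. This was below the lower bound of the OXPHOS interval, 87.4%, which by the criterion set first went against that explanation, but the intervals overlapped. Under the stricter threshold the ribosomal protein share was 65.4% (54.04 to 75.7) in each list. The OXPHOS share was then 76.9% (66.0 to 85.7) in siControl and 80.8% (70.3 to 88.8) in siAATF. The OXPHOS share was again the higher and the intervals again overlapped, so the explanations cannot be told apart at this number of genes. Of the OXPHOS promoter peaks, 47.3% (35.6 to 59.3) held the core with up to 1 mismatch in each list, against 24.3% (14.8 to 36.0) for ribosomal protein genes, 43.75% (19.8 to 70.1) for glycolysis genes and 23.9% for all coding genes in siControl.

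Whether NRF-1 occupancy fell at OXPHOS promoters relative to other sites was left open by these lists. Their median rank change lay at percentile 25.2 of random lists, but single genes moved both ways, so this excluded nothing. The study itself also measured NRF-1 binding by quantitative PCR at selected OXPHOS promoters in U138 cells and reported no change after AATF depletion. It further reported a shift of NRF-1 from nucleus to cytoplasm in U251 cells. Of the 35 OXPHOS promoter pairs with the core at up to 1 mismatch, 23 fell in rank by fold enrichment, with a median change of −2.85 points at percentile 0.47 of random lists of promoter pairs with the core, whose central 95% range was −2.48 to 1.15. Ranked by −log10 q, 19 of 35 fell, with a median of −0.137 points at percentile 18.2. The 39 pairs without such a core had a median change of 0.876 points by fold enrichment, at percentile 57.8. The bootstrap interval of the −2.85 points ran from −5.27 to 0.229, which includes 0 and the median of the random lists, −0.453. Changes by −log10 q were on a tighter scale, with a central 95% range of random lists of −0.509 to 0.87. The medians of both rankings were therefore not compared in points. A relative loss at OXPHOS sites with the core and no change cannot be told apart at this number of genes. A loss that affected all peaks alike would leave the ranks in place and was not measurable here. A loss confined to sites with the core would lower their ranks against the other peaks. Across all shared pairs, the median change was −0.494 points with the core at up to 1 mismatch and 0.638 points without it, in that direction. Peaks with the core were also the stronger ones and were not matched on rank here, so this contrast does not decide it.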
